A study of Caenorhabditis elegans with 19 samples.

How the data were processed

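The samples were whole populations of C. elegans at 3 stages. Per the labels' protocols, early embryos were isolated by bleaching young adults, L1 larvae were fed for 3 h and L3 larvae for 24 h after hatching, poly(A) RNA was purified, and libraries were made with a directional kit and random primers. The authors deposited 3 tables of FPKM values, one per stage, with WormBase gene identifiers in rows and samples in columns. The aligner, counting tool, genome build, annotation and FPKM tool are not stated in the labels or file headers, and neither is any scaling between samples. The column sums differed between samples while their upper quartiles were close (28.9 to 30.0 FPKM at L3), so a scaling factor may have been applied by the authors before the values were deposited. Samples were grouped by the genotype and stage in the labels, and columns were matched to samples by name. A further 13 columns of the early embryo and L1 tables, for wild type and xol-1, correspond to no sample of this series. The labels assign those controls to another series, and these columns were not used.

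Gene symbols, chromosomes and positions came from the Ensembl release 115 annotation of WBcel235. All 21975 gene identifiers matched it, 19860 with a symbol. The positions given are those of this annotation, since the authors' own build is not stated. Genes were marked where they overlap another gene, because the way fragments were assigned is not known.

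FPKM values are not counts, so no count-based test was used. Expression at L3 was tested with limma 3.58.1 (R 4.3.3, statmod 1.5.0; lmFit, contrasts, and eBayes with trend and robust) on log2(FPKM + 1), with a pseudocount of 1, over genes with a mean of at least 1 FPKM across the 12 L3 samples. All 12 samples shared one estimate of the spread. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The X chromosome was tested on 1 value per sample with an exact permutation test, adjusted over the 3 comparisons. The distribution of calls between X and autosomes was described with Fisher's exact test, adjusted over 6 tests. Levels at the early embryo and L1 stages were described without a test. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9.

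The total number of fragments per library is unknown. For genes with 1 annotated transcript of at least 1000 bases, the lowest non-zero values in a library formed peaks at multiples of what 1 fragment was worth, with the second peak at 1.92 to 2.16 times the first. This step gave the relative depth (20.4 to 34.2 fragments per FPKM and kb at L3) and a floor of 3 fragments, which covers counting error only. Whole fragments were not recovered for all genes, so no count test was run.

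The groups, the tests, a list of 37 genes and the alternatives were fixed before the data were examined. The genes named are sex-1 and xol-1, the listed genes with an adjusted p-value under 0.05, and the genes with the largest changes among those that passed the threshold and whose 4 values in one group all lay above the 4 values in the other (5 each way for xol-1 sex-1 against xol-1, and 3 each way for the other two comparisons). sex-2 and sea-3 of the list were not matched by symbol and were not analysed here. Genes named for values of 0, as neighbours or as members of a family were chosen after their values were seen.

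The titles give replicate numbers 1 to 4 in each L3 genotype. Whether these numbers pair samples is not stated, so the main design had no block. Replicate number as a block was one alternative. The others were pseudocounts of 0.1 and 0.5, no filter or a mean of at least 5 FPKM, rescaling by the median of ratios over autosomal genes or to a common column sum (equivalent to TPM), fits of only the groups compared, eBayes without trend or robust, an additional 1.5-fold threshold, autosomal genes matched to X genes on expression, means trimmed by 10% at each end, and leaving out each replicate in turn. One further alternative, a filter on the mean of the double mutant alone for the X to autosome level at L3, was chosen after seeing the data.

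The procedures were tested on simulated data in which each gene varied independently and normally, with its own spread taken from the L3 samples. With no change among 13502 genes, 0 genes were called. With 200 genes changed by 1.0 on the log2 scale, 91.0% were recovered and 5.7% of calls were false, and with a change of 0.5, 64.5% were recovered and 6.5% of calls were false. A shift of 0.1 added to X genes was estimated as 0.0994. Deviations shared by many genes of a library, and changes in a large share of genes, were not simulated. These runs check the computation and do not give the error rates of the real comparisons.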

Results

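The series measured poly(A) RNA by directional RNA sequencing in whole Caenorhabditis elegans populations. Gene levels were given as FPKM (fragments per kilobase of transcript, normalised to library size) in 3 tables, one per developmental stage. The 19 samples fell into 5 groups. At the L3 larval stage, reached after 24 h of feeding, there were 4 samples each of the wild-type N2 strain, of xol-1 (ne4472) and of the double mutant xol-1 sex-1 (ne4472; gk829). The double mutant was also sampled at L1, after 3 h of feeding (n = 4), and in early embryos (n = 3). xol-1 is the switch gene of sex determination in the worm, and sex-1 is one of the X-linked genes that report the number of X chromosomes to it. Controls for the early embryo and L1 samples were assigned by the labels to another series and were not used here, so genotypes were compared only at L3.

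Each table listed 21975 genes, 2893 of them on X and 19070 on autosomes. The columns summed to between 1490760 and 1717680 FPKM at L3, between 1175020 and 1281910 at L1 and between 1319860 and 1390150 in early embryos. Total read counts are not recoverable from FPKM, but the spacing of the lowest values gave the relative depth. A level of 1 FPKM on a 1 kb transcript corresponded to 20.4 to 34.2 fragments in the L3 libraries, 13.9 to 19.5 in the L1 libraries and 28.7 to 35.9 in the embryo libraries. The gene with the highest level took 1.24 to 1.68% of the column sum at L3 and 6.41 to 10.3% at L1. Pearson correlations of log2(FPKM + 1) across genes between replicates of one group lay between 0.986 and 0.996, and no pair of replicates held identical columns. Between 3449 and 4374 genes were listed at 0 in an L3 library. Some of these zeros fell on genes that every cell uses, so a 0 is reported only as a listed value.

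The altered genes were examined first. sex-1 (WBGene00004786, X 10201329 to 10205421 of the WBcel235 annotation, minus strand) was measured in every sample. At L3 its level was 4.68 ± 0.717 FPKM in wild type (SD, n = 4), 5.01 ± 0.863 in xol-1 (n = 4) and 3.76 ± 0.408 in xol-1 sex-1 (n = 4). The log2 fold change for xol-1 sex-1 against xol-1 was -0.33 (SE 0.13), with an adjusted p = 0.0504 in limma with Benjamini-Hochberg adjustment over all genes. Adjustment over a list of sex determination and dosage compensation genes alone gave 0.0453. A two-sided exact permutation test of the FPKM values gave p = 0.0857 for this comparison, p = 0.143 for xol-1 sex-1 against wild type and p = 0.629 for xol-1 against wild type. sex-1 RNA was present in all 4 double-mutant libraries, at levels that overlapped those of the other genotypes. In the double mutant sex-1 stood at 22.4, 23.4 and 27.1 FPKM in the early embryo samples and at 4.39, 4.59, 6.19 and 4.06 FPKM at L1. The xol-1 against wild type difference in sex-1 was 0.08 on the log2 scale and -0.029 when the columns were rescaled to a common sum, which moved the median of all genes. Relative to that median sex-1 differed by 0.08 with either scaling.

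xol-1 (WBGene00006962, X 8041313 to 8044409, plus strand) was near the limit of measurement at L3. It was listed at 0.0248 FPKM in wild-type replicate 1 and at 0 in the other wild-type libraries, at 0 in all 4 xol-1 libraries, and at 0.12 in xol-1 sex-1 replicate 3 and 0 in the remaining double-mutant libraries. One fragment of xol-1 was worth 0.0148 to 0.0247 FPKM at L3, and the smallest level the depth can show, taken as 3 fragments, was 0.0443 to 0.0742 FPKM. At L1 the double-mutant values were 0.138, 0.230, 0 and 0 FPKM, and in early embryos they were 0.864, 1.44 and 1.0 FPKM. These levels could not test a genotype label, since xol-1 was near the limit at L3 and no controls of the earlier stages were used. RNA levels of this kind cannot tell the alleles apart.

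**Figure D1:**
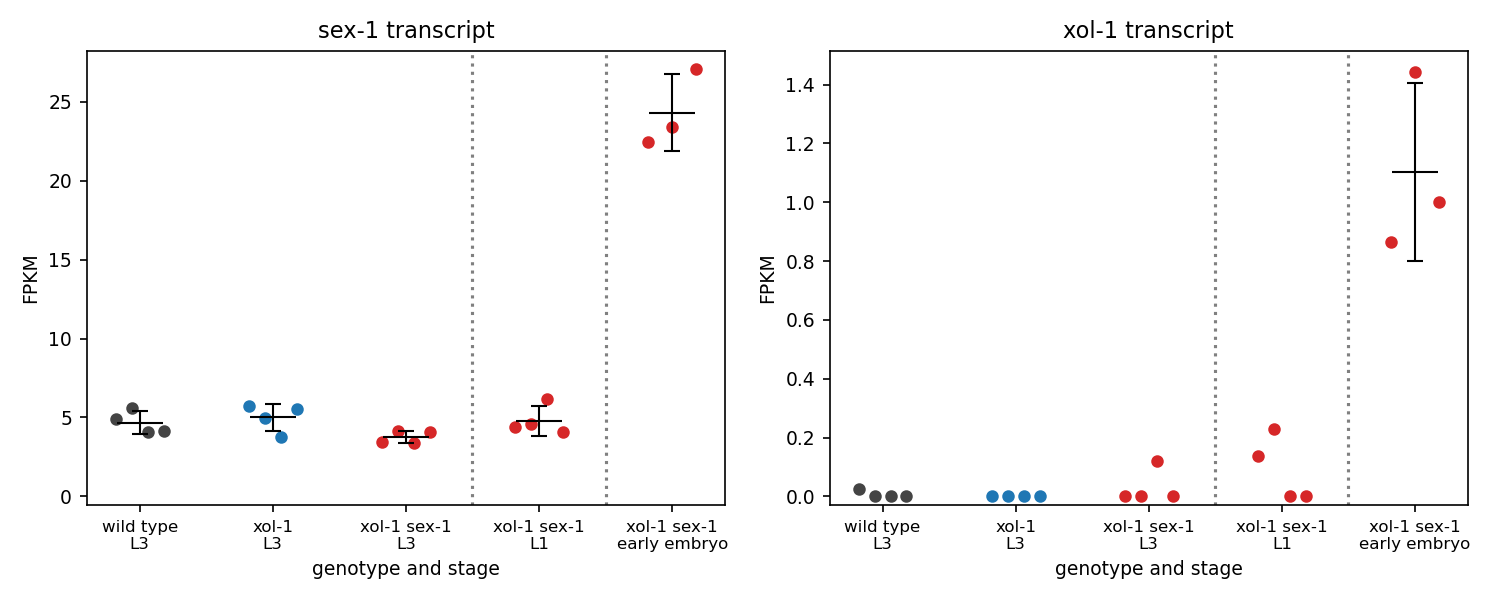
FPKM of sex-1 (left) and xol-1 (right) in each library, grouped by genotype and stage, with the mean and SD as horizontal and vertical bars where no library of the group was listed at 0. Dotted lines part the 3 stages, whose tables were made separately; at L3 the sex-1 values of xol-1 sex-1 ran from 3.36 to 4.16 and overlapped those of wild type (4.05 to 5.59).

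The comparisons between genotypes were made at L3 on log2(FPKM + 1) with limma, over the 13502 genes with a mean of at least 1 FPKM across the 12 L3 samples. Fold changes are on this log2 scale, which understates the change of genes with low levels. The effect of the labelled sex-1 allele in the background of the xol-1 allele was addressed by xol-1 sex-1 against xol-1. In none of the 3 comparisons can an allele be told apart from strain background, developmental timing or handling that differ between the populations. The counts of changed genes hold all of these together. In this comparison 6639 genes (49.2%) had a limma Benjamini-Hochberg adjusted p-value under 0.05, of which 3092 were higher and 3547 lower in the double mutant. A change of at least 1.5-fold was seen for 2051 of these genes, 1241 higher and 810 lower. The 4 values of one genotype all lay above the 4 values of the other for 5848 genes (43.3%), against 2.86% by chance. Scaling moved the balance of directions most. Of the called genes 46.6% were higher with the deposited values, and 63.4% of 6416 genes were higher when each column was rescaled to a common sum, with 5437 genes shared between the 2 settings.

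The genes with the largest rises in this comparison were F57F4.2, Y75B12B.8, spp-27, Y71F9AM.8 and hsp-16.2. F57F4.2 (WBGene00019016, V 6389039 to 6389734) went from 0.412 ± 0.239 FPKM in xol-1 to 26.7 ± 4.48 in xol-1 sex-1 (SD, n = 4 each), a log2 fold change of 4.296 (SE 0.15, limma Benjamini-Hochberg adjusted p = 1.53e-09). Y75B12B.8 (WBGene00008059, V 15208422 to 15209332) was listed at 0 in all 4 xol-1 libraries and ran from 10.7 to 24.97 FPKM in the double mutant. Y71F9AM.8 (WBGene00045398, I 2940908 to 2941583) was listed at 0 in all wild-type and xol-1 libraries and ran from 7.38 to 13.9 FPKM in the double mutant. spp-27 (WBGene00271815, V 6556653 to 6557135) rose from 1.502 ± 0.649 to 36.2 ± 11.4 FPKM and had a single high library in both wild type and xol-1. hsp-16.2 (WBGene00002016, V 1804334 to 1804957) rose from 10.4 ± 2.30 to 127 ± 40.1 FPKM, with a log2 fold change of 3.44 (SE 0.21, limma Benjamini-Hochberg adjusted p = 2.77e-07). It belongs to a family of closely similar genes among which fragments could be divided, so the value for the single gene is uncertain.

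The largest falls were in Y46E12A.5, fip-3, C45B2.2, C45B2.1 and W01F3.2. Y46E12A.5 (WBGene00194738, III 1757771 to 1758251) went from 78.1 ± 12.5 FPKM in xol-1 to 5.39 ± 1.66 in xol-1 sex-1 (SD, n = 4 each), a log2 fold change of -3.66 (SE 0.21, limma Benjamini-Hochberg adjusted p = 1.94e-07). C45B2.2 (WBGene00016659, X 6084739 to 6085189) fell from 3008 ± 376 to 373 ± 50.4 FPKM, and the neighbouring C45B2.1 (WBGene00016658, X 6086124 to 6086567) fell from 63.1 ± 9.76 to 8.12 ± 1.61 FPKM. Both lay between these levels in wild type, at 1046 ± 108 and 23.1 ± 3.69 FPKM. W01F3.2 (WBGene00012185, V 20660325 to 20662037) fell from 185 ± 19.9 to 34.4 ± 3.67 FPKM. fip-3 (WBGene00015520, III 8589336 to 8589488) was listed at 0 in 2 of the 4 double-mutant libraries, and its log2 fold change of -3.47 had the largest SE of the genes named here (0.995).

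The effect of the labelled xol-1 allele alone was addressed by xol-1 against wild type. Here 4151 genes (30.7%) had a limma Benjamini-Hochberg adjusted p-value under 0.05, 2160 higher and 1991 lower, and 1215 of them changed by at least 1.5-fold, 559 higher and 656 lower. The values of the genotypes did not overlap for 3992 genes (29.6%, against 2.86% by chance). The share of higher genes was 52.0% with the deposited values and 26.5% of 4967 genes after rescaling to a common column sum, with 3305 genes shared. Same-numbered samples of these genotypes deviated together to a small degree, with a mean correlation of deviations of 0.102 across genes. The value for differently numbered samples, -0.0342, is no separate reference, because deviations from a genotype's mean must cancel over its replicates. With the replicate number as a block, 4004 genes passed, and 3808 of these were among the 4151 called without it.

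Among the largest changes between xol-1 and wild type, fat-7 (WBGene00001399, V 7151353 to 7153146) rose from 11.2 ± 1.60 to 53.0 ± 8.01 FPKM (SD, n = 4 each; log2 fold change 2.14, SE 0.12, limma Benjamini-Hochberg adjusted p = 3.81e-07). col-142 (WBGene00000715, V 6831177 to 6832256) rose from 7.06 ± 2.65 to 31.0 ± 13.7 FPKM. It overlaps a gene on the other strand, and whether the counting used strand is not stated. rpl-7 (WBGene00004418, I 111038 to 112417) was listed at 0 in all 4 wild-type libraries and in 3 of 4 double-mutant libraries, and at 5.21 to 12.62 FPKM in xol-1. It overlaps another gene on the same strand, so its level is uncertain. The largest falls were in T05F1.8, pcp-3 and srw-85. T05F1.8 (WBGene00011493, I 9642344 to 9643834) ran from 20.8 to 28.9 FPKM in wild type and from 0 to 0.402 FPKM in xol-1. pcp-3 (WBGene00003958, IV 9155148 to 9159019) fell from 84.6 ± 3.59 to 4.11 ± 0.436 FPKM, a log2 fold change of -4.07 (SE 0.09, limma Benjamini-Hochberg adjusted p = 1.64e-11). srw-85 (WBGene00005832, V 19429387 to 19431136) fell from 47.7 ± 0.940 to 3.31 ± 0.154 FPKM, and stood at 32.5 ± 3.92 FPKM in the double mutant.

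The combined effect of the labelled alleles was addressed by xol-1 sex-1 against wild type, in which 7193 genes (53.3%) had a limma Benjamini-Hochberg adjusted p-value under 0.05, 3396 higher and 3797 lower. A change of at least 1.5-fold was seen for 2526 of them, 1428 higher and 1098 lower, and 6727 genes (49.8%) did not overlap, against 2.86% by chance. F57F4.2 rose most, by 4.34 on the log2 scale (SE 0.15). ctsa-1.2 (WBGene00008741, II 11739358 to 11742876, overlapping a gene on the other strand) rose from 15.9 ± 14.4 to 259 ± 41.9 FPKM. F28B4.3 (WBGene00017892, X 3227501 to 3235408) rose from 4.34 ± 5.46 to 66.2 ± 11.1 FPKM (SD, n = 4 each), with 1 high wild-type library. pcp-3 was at 4.10 ± 0.531 FPKM in the double mutant, and T05F1.8 ran from 0.236 to 0.954 FPKM. F49F1.9 (WBGene00018649, IV 4136817 to 4137572) ran from 8.82 to 8.98 FPKM in wild type and from 0.0903 to 0.226 FPKM in the double mutant.

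The calls were then set against each other gene by gene. Of the 3547 genes lower in xol-1 sex-1 than in xol-1, 1051 (29.6%) were higher in xol-1 than in wild type and 311 (8.77%) were lower. Of the 3092 genes higher in xol-1 sex-1 than in xol-1, 639 (20.7%) were lower in xol-1 than in wild type and 310 (10.03%) were higher. The comparisons share the xol-1 libraries, so opposite signs are favoured by sampling error in that group. Of the 1991 genes lower in xol-1 than in wild type, 1317 (66.1%) were also lower in the double mutant than in wild type, and of the 2160 higher genes 1118 (51.8%) were also higher. These comparisons share the wild-type libraries, so equal signs are favoured by sampling error in wild type.

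Whether the X chromosome as a whole changed was tested on 1 value per sample, the median over 2063 X genes minus the median over 11427 autosomal genes of log2(FPKM + 1) after subtracting each gene's mean over the 12 L3 samples. This value was 0.0432 ± 0.00373 in wild type, -0.0179 ± 0.0250 in xol-1 and -0.0193 ± 0.0101 in xol-1 sex-1 (SD, n = 4 each). xol-1 sex-1 differed from xol-1 by -0.00143 (SE 0.0135; two-sided exact permutation p = 0.943, 0.943 after Benjamini-Hochberg adjustment over the 3 comparisons). Both mutants were lower than wild type. The difference was -0.0611 for xol-1 (SE 0.0126, a change of -4.15%; two-sided exact permutation p = 0.0286, 0.0429 adjusted) and -0.0625 for xol-1 sex-1 (SE 0.00537, a change of -4.24%; two-sided exact permutation p = 0.0286, 0.0429 adjusted). All 4 wild-type values lay above all 8 mutant values. A p of 0.0286 is the smallest that 4 samples against 4 can give. The adjusted value of 0.0429 was reached only because both comparisons with wild type gave this p. They share the 4 wild-type libraries, so they are not independent. With the replicate number as a block the xol-1 difference kept its value, and the sign-flip test of 4 pairs gave its smallest possible exact p = 0.125 (correlation of same-numbered samples 0.102). The alternative that moved the difference most gave -0.0273 for xol-1 and -0.0265 for xol-1 sex-1 against wild type, without a filter on low FPKM. Over all 6 chromosomes and 3 comparisons, 18 tests in all, no chromosome passed after adjustment. With this number of samples a pass would have needed at least 11 of the 18 tests at the smallest possible p, and 6 were at it. The smallest adjusted exact p was 0.0857, shared by X against wild type in both mutants, chromosome I in xol-1 sex-1 against xol-1, chromosome III in xol-1 sex-1 against wild type and chromosome IV in the double mutant against both other genotypes.

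**Figure D2:**
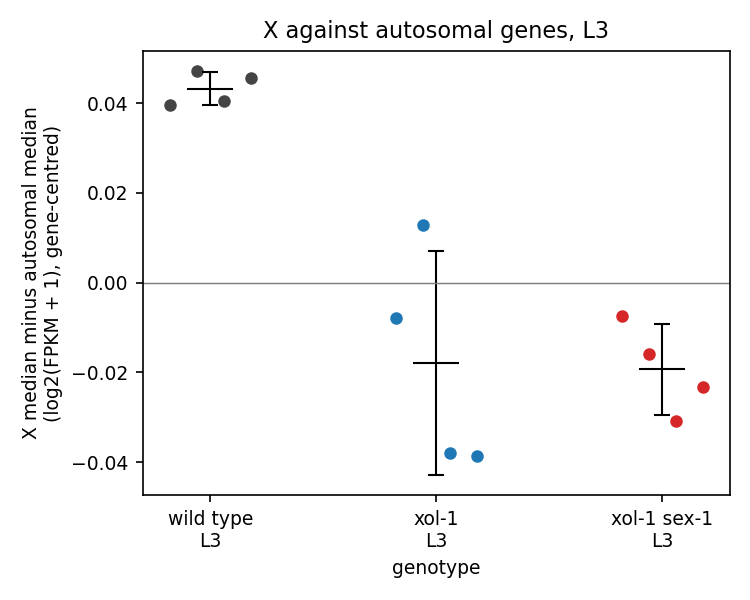
Median of X genes minus median of autosomal genes (log2(FPKM + 1), each gene centred on its mean) in each of the 12 L3 libraries, with group mean and SD. Wild-type libraries sit between 0.0395 and 0.0472, and the 8 mutant libraries between -0.0386 and 0.0129.

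**Figure D3:**
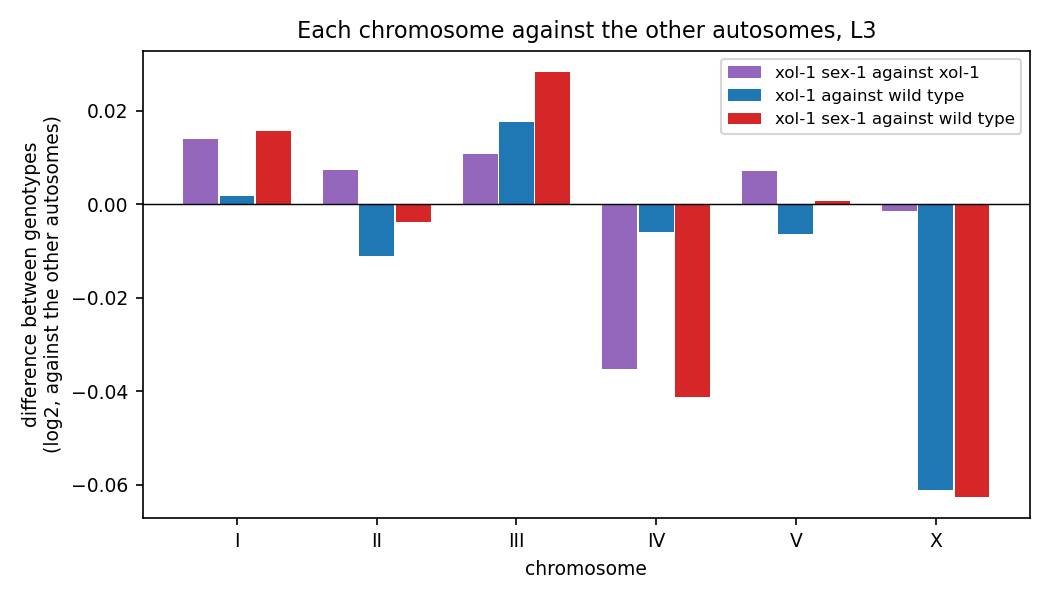
Difference between genotypes, on the log2 scale, of each chromosome's median against that of the other autosomes at L3, as bars for the 3 comparisons. X is lower in both mutants than in wild type (-0.0611 and -0.0625), and chromosome IV is lower in xol-1 sex-1 than in xol-1 (-0.0351) and wild type (-0.0411).

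The distribution of calls over chromosomes was described with Fisher's exact test across genes, which are not independent replicates. In xol-1 sex-1 against xol-1, 22.5% of X genes and 22.998% of autosomal genes were called higher (odds ratio 0.972; two-sided Fisher exact p = 0.629, 0.754 adjusted over 6 tests), and 26.3% and 26.2% were called lower (odds ratio 1.01; 0.935 adjusted). In xol-1 against wild type, 13.3% of X genes and 16.487% of autosomal genes were called higher (odds ratio 0.776; two-sided Fisher exact p = 0.000224, 0.000359 adjusted), and 18.3% and 14.1% were called lower (odds ratio 1.36; 6.27e-06 adjusted). With the replicate number as a block the odds ratio for higher genes was 0.789, where same-numbered samples correlated at 0.102. In xol-1 sex-1 against wild type, 21.04% of X genes and 25.9% of autosomal genes were higher (odds ratio 0.761; 6.27e-06 adjusted), and 31.5% and 27.5% were lower (odds ratio 1.21; 0.000359 adjusted). The lower share of X genes among higher calls did not pass in either mutant against wild type without the filter on low FPKM (odds ratios 0.925 and 0.903) or when a 1.5-fold change was also required (0.853 and 0.926). The higher share of X genes among lower calls passed under both of these settings, with odds ratios of 1.44 and 1.38 without the filter and of 1.32 and 1.24 with the 1.5-fold change.

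A list of 37 genes of sex determination, dosage compensation, X chromatin and male development was examined in the same fit. Of these, 35 were matched by symbol, and 27 passed the filter at L3. In xol-1 sex-1 against xol-1, 13 had a limma Benjamini-Hochberg adjusted p-value under 0.05 over all genes (10 higher, 3 lower), and 15 when adjusted over the list alone. dpy-28 showed the largest rise, from 14.98 ± 1.69 to 23.6 ± 0.887 FPKM (SD, n = 4 each; log2 fold change 0.63, SE 0.08, limma Benjamini-Hochberg adjusted p = 4.11e-05). dpy-27 rose from 30.8 ± 3.97 to 42.6 ± 1.205 FPKM, dpy-21 from 22.8 ± 3.25 to 31.0 ± 2.43, mix-1 from 43.9 ± 2.54 to 55.2 ± 2.48 and sdc-3 from 12.9 ± 1.57 to 17.03 ± 0.735. The remaining higher genes were ceh-39, fem-2, fem-3, met-2 and set-25, with log2 fold changes of 0.21 to 0.30. The lower genes were set-4 (-0.27), tra-3 (-0.19) and fem-1 (-0.15). After rescaling to a common column sum, tra-3 and fem-1 stayed negative but no longer passed, so these calls depended on the scaling. set-4 and the 10 higher genes still passed.

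In xol-1 against wild type, 8 listed genes passed over all genes (3 higher, 5 lower), 9 over the list alone, and 7 over all genes with the replicate number as a block (correlation 0.102), of which 6 were among the 8. With the block cec-4 and lin-32 no longer passed and ceh-39 did. mab-23 (log2 fold change 0.53), fem-1 (0.29) and dpy-30 (0.24) were higher, and cec-4 (-0.39), fem-3 (-0.34), set-1 (-0.30), lin-32 (-0.30) and dpy-28 (-0.25) were lower. In xol-1 sex-1 against wild type, 18 passed over all genes (14 higher, 4 lower) and 18 over the list alone. The higher genes were fog-3 (0.63), fem-2 (0.42), set-25 (0.41), dpy-28 (0.38), dpy-30 (0.38), mab-23 (0.38), sdc-3 (0.33), dpy-27 (0.31), tra-2 (0.27), dpy-21 (0.24), mix-1 (0.24), fem-1 (0.14), capg-1 (0.14) and met-2 (0.13). cec-4 (-0.47), set-1 (-0.27), set-4 (-0.27) and tra-3 (-0.18) were lower. Several of these calls lay close to the threshold, among them ceh-39, capg-1 and met-2. After rescaling to a common column sum, dpy-30 no longer passed in xol-1 against wild type. Under the same scaling dpy-21, fem-1, capg-1 and met-2 no longer passed in xol-1 sex-1 against wild type. Of the 8 listed genes below the filter, fox-1, fog-1 and sea-2 were listed at 0 in all 12 L3 libraries, and her-1 did not exceed 0.293 FPKM in any.

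**Figure D4:**
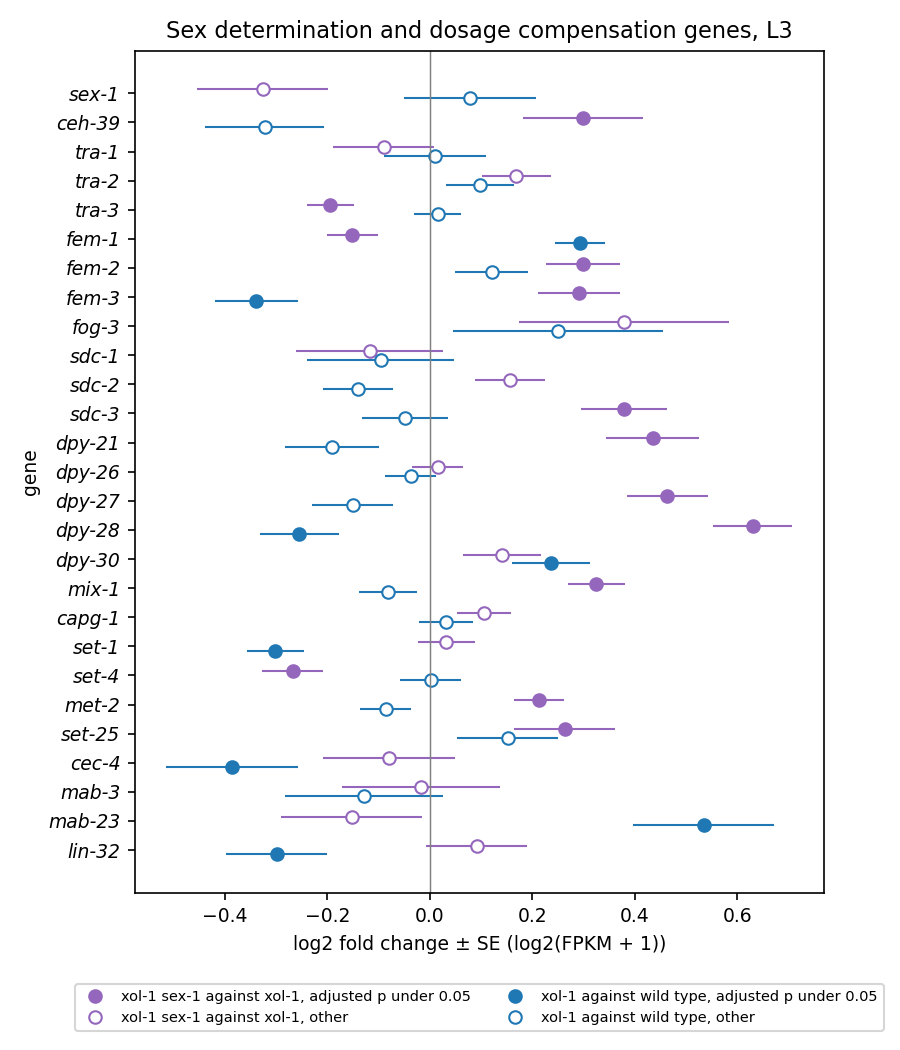
Log2 fold change of the 27 listed genes at L3 with SE, for xol-1 sex-1 against xol-1 and xol-1 against wild type, on the log2(FPKM + 1) scale; filled points have a limma Benjamini-Hochberg adjusted p-value under 0.05 over all genes. dpy-28, dpy-27 and dpy-21 lie farthest to the right in the first comparison (0.63, 0.46 and 0.43).

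For the double mutant, the level of X relative to autosomes was described at each stage as the median FPKM of X genes over that of autosomal genes, among genes with a mean of at least 1 FPKM over the samples used from the stage's table (12 at L3). The ratio was 0.516 ± 0.0354 in early embryos (SD, n = 3), 0.862 ± 0.0132 at L1 (n = 4) and 0.769 ± 0.00588 at L3 (n = 4). On the same L3 genes it was 0.802 ± 0.0119 in wild type and 0.767 ± 0.0245 in xol-1 (SD, n = 4 each). The stages were put in separate tables, with different genes above the filter, and were not tested against each other. The ratio depended on the filter, and without one it was 1.21 in early embryos, 1.99 at L1 and 2.01 at L3.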

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

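The tests in this part were chosen only after the values were seen. For values reported at L3 and L1, the highest or lowest of the 4 libraries of a group was set against the others in 129 groups. In 5 groups a single library stood apart, and about 6.45 would by chance, so no pattern is drawn from their number. No biological explanation was tested, since the design gives no difference between replicates of one genotype.

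spp-27 was at 4.92 FPKM in wild-type replicate 2 against 1.18 to 1.65 in the other wild-type libraries, and at 2.47 FPKM in xol-1 replicate 3 against 1.10 to 1.32. F28B4.3 was at 12.5 FPKM in wild-type replicate 1 against 1.38 to 1.75. These genes were among the largest rises in xol-1 sex-1, where their lowest values were 24.5 and 50.9 FPKM, above the stray libraries.

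Among listed genes, fem-2 was at 21.8 FPKM in xol-1 replicate 3 against 26.2 to 26.6 in the other xol-1 libraries, and dpy-30 was at 302.6 FPKM in xol-1 sex-1 replicate 2 against 272.3 to 276.9. fem-2 was called higher in xol-1 sex-1 than in xol-1, and dpy-30, which overlaps a gene on the same strand, was called higher in both mutants than in wild type.

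A candidate explanation is that the library as a whole departs from its replicates. The share of the 13502 tested genes in which a library was the far value of its group was 2.14% for wild-type replicate 1 against 0.978 to 1.18% for the other wild-type libraries. It was 2.09% for xol-1 replicate 3 against 0.763 to 1.73%, and 2.11% for xol-1 sex-1 replicate 2 against 0.770 to 1.96%. In each case the share was the highest of its group, but 1 of 4 libraries must be, so this rank alone does not show that the library departs. For F28B4.3, fem-2, dpy-30 and the xol-1 value of spp-27 a departure of the library was therefore left open. For wild-type replicate 2 the share was 1.18%, within the range of the other wild-type libraries (0.978 to 2.14%). By this measure the library did not stand apart, but its rank cannot exclude a departure. The wild-type value of spp-27 was therefore left open as well. Fragments shared with related genes and small differences in age or handling between populations were not tested for these values.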

How the results depend on the processing

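The comparison of the real groups with other splits of the samples was chosen only after the results were seen. Of the 8 splits that part all 4 same-numbered pairs of samples, 1 (the real one) gave as many genes with an adjusted p-value under 0.05 in each comparison. In fits of the 8 samples compared, the real split gave 6176 genes for xol-1 sex-1 against xol-1, 3722 for xol-1 against wild type and 7315 for xol-1 sex-1 against wild type. The other splits of this kind gave at most 1, 0 and 1 genes, and at most 2293, 1628 and 1730 at an unadjusted p under 0.05. So few splits cannot give a share under 0.05. The other 27 of the 35 splits keep some same-numbered samples together and gave at most 2 genes, and at most 2622 at an unadjusted p under 0.05. Over all 35 splits, 1 (the real one) gave as many genes in each comparison. The other splits mix the genotypes, which puts the difference between genotypes into the residual spread. Few adjusted calls were therefore bound to follow, and these splits do not show what count samples without a genotype difference would give.

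The number of changed genes was within 1.5 times its reported value under 9 of 10 alternatives in each comparison, from 5674 to 7287, from 3722 to 4967 and from 6069 to 8116 genes in the order above. The exception was the added 1.5-fold threshold (2051, 1215 and 2526 genes). Across the 8 fits that each left out one replicate the counts ran from 5734 to 6668, from 3263 to 4570 and from 6421 to 6810.

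The X minus autosomes difference was negative for both mutants against wild type under all 9 alternatives and, except with the replicate block, past the threshold (0.0429 adjusted), from -0.0682 to -0.0273 for xol-1 and from -0.0700 to -0.0265 for xol-1 sex-1. Leaving out one replicate gave -0.0714 to -0.0542 and -0.0665 to -0.0587. For xol-1 sex-1 against xol-1 the difference, -0.00143, changed sign without a filter (0.00086) and with a mean of at least 5 FPKM (0.00174), and ran from -0.00834 to 0.00883 across fits without one replicate, never past the threshold where tested. The cause was not tested.

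The odds ratio of X genes among higher calls for xol-1 sex-1 against xol-1, 0.972, crossed 1 without a filter (1.07), with at least 5 FPKM (1.01) and with the 1.5-fold threshold (1.001), and ran from 0.913 to 1.05 across fits leaving out one replicate. None of these passed the threshold, and without one replicate the ratio stayed below 1 against wild type (0.720 to 0.778 for xol-1, 0.704 to 0.776 for xol-1 sex-1). Against wild type it lost significance without a filter (0.925 for xol-1, 0.903 for xol-1 sex-1) and with the 1.5-fold threshold (0.853 and 0.926), with adjusted Fisher p-values over all alternatives of 0.000113 to 0.345 and 4.21e-07 to 0.421. Among lower calls the X excess against wild type passed in both settings, with odds ratios of 1.44 (adjusted Fisher p 1.1e-07) and 1.38 (7.62e-10) without a filter and of 1.32 and 1.24 (0.0294 each) with the 1.5-fold threshold. For xol-1 sex-1 against xol-1 it passed only without a filter (1.13, 0.0406 adjusted). The cause was not tested.

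The ratio of X to autosomal levels moved by more than the replicate SD without a filter (1.21 in early embryos, 1.99 at L1, 2.01 at L3), with at least 5 FPKM (0.475 in early embryos, 0.777 at L3) and with trimmed means (0.431, 0.904 and 0.809). A filter on the mean of the double mutant alone at L3, an alternative chosen after seeing the data, gave 0.765 against 0.769. Without one replicate it ran from 0.497 to 0.533, from 0.858 to 0.866 and from 0.767 to 0.771. The cause was not tested.

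Listed genes past the threshold in xol-1 against wild type numbered from 4 to 9 across the 8 fits that left out one replicate, against 8 with all. The ranges were 10 to 15 for xol-1 sex-1 against xol-1 and 13 to 18 for xol-1 sex-1 against wild type. For sex-1 in xol-1 sex-1 against xol-1, 2 of 8 alternatives and 2 of 8 fits without one replicate had an adjusted p under 0.05, with adjusted values from 0.0360 to 0.124 and from 0.0122 to 0.133. In xol-1 against wild type its change reversed to -0.029 with a common column sum, but relative to the median of all genes it was 0.08 under both scalings.

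Of 64 results for single genes, 47 kept their direction and their side of the threshold throughout. Counting each gene under each alternative, 22 values no longer passed, 2 newly passed and 1 (sex-1, above) reversed, against 542 that kept both. In fits without one replicate 71 no longer passed, 2 newly passed and 439 kept both. rpl-7 in xol-1 against wild type lost significance in 7 of 8 such fits.

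Same-numbered samples did not deviate together in xol-1 sex-1 against xol-1 (correlation 0.0188) or in xol-1 sex-1 against wild type (-0.0336). For these comparisons the replicate block gave 6538 and 7081 changed genes, odds ratios of 0.984 and 0.775, and 15 and 16 listed genes. In the first, sex-1 (limma Benjamini-Hochberg adjusted p = 0.0360) and tra-2 newly passed with the block. In the second, mab-23 and met-2 no longer passed. With the block the X minus autosomes differences of -0.0611 for xol-1 and -0.0625 for xol-1 sex-1 against wild type kept their values and no longer passed, at an exact sign-flip p = 0.125, the smallest that 4 pairs can give.

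Depth limits xol-1 at L3, where the smallest level the libraries can show, 0.0443 to 0.0742 FPKM, is above all but 1 of the values listed.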

Other observations

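The tests of other chromosomes, of genes near xol-1, of matching on L3 level, of the heat, molting and germ line lists between genotypes, of ribosomal protein genes, of overlap with each gene counted once and of the genes lost in both mutants were chosen only after the results were seen. A rescaling to a common column sum moved the median of all genes by -0.11 for xol-1 against wild type, and changes of gene families under that scaling are given relative to it where stated.

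X genes were lower relative to autosomal genes in xol-1 than in wild type. No autosome differed as much from the other autosomes (largest 0.0176), and the difference was -0.0665 without the 535 X genes within 2 Mb of xol-1. After adjustment for transcript length and expression it was -0.0429, and -0.0431 after adjustment for the axis on which replicates differ, against -0.0506 for the same measure unadjusted. The difference was seen among genes with a mean of at least 1 FPKM in the early embryo table (-0.0738, two-sided exact p = 0.0286) and not among those under 1 FPKM (0.0118, exact p = 0.257), and the gap between these sets had an exact p = 0.0286. For xol-1 sex-1 against wild type the gap was smaller and did not pass (-0.0494, exact p = 0.0571), with -0.0684 in the first set and -0.0190 in the second. Embryo-expressed genes matched to the second set on L3 level showed -0.111, so a low L3 level does not account for its absence there. Expression in the early embryo, which is in part maternal, is a rough proxy for germ line RNA. A difference in germ line content between the populations may contribute to the lower X level. The germ line list did not settle this. Its score was higher in xol-1 than in wild type by 0.21 (two-sided exact p = 0.0571, 0.0643 adjusted). It was higher in xol-1 sex-1 than in xol-1 by 0.37 (two-sided exact p = 0.0286, 0.0367 adjusted, with 13 genes called higher and 0 lower). X minus autosomes differed by -0.00143 between these mutants (exact p = 0.943). They also differ by the labelled sex-1 allele, whose own effect on X is not separated from germ line content, so this cannot exclude it. GC content and sequence variants were not tested.

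A list of 44 germ line genes, 26 of them tested, was higher in xol-1 sex-1 than in wild type, with a median log2 change of 0.46, at percentile 99.95 of 10000 lists matched on expression. Under a common column sum the median was 0.37, and relative to all genes the smallest median under the scalings tried was 0.42. Of the 26 genes 18 were called higher and 1 lower, and the per-sample score differed by 0.58 (two-sided exact p = 0.0286, 0.0367 adjusted over 9 tests), with all 4 double-mutant libraries above all 4 wild-type libraries. In xol-1 against wild type the list's median was 0.17, at percentile 99.54, and 0.08 under a common column sum. With the deposited values 5 genes were called higher and 0 lower, and the score differed by 0.21 (exact p = 0.0571, 0.0643 adjusted). One hypothesis is that the double mutant population held more germ line RNA, which may reflect a difference in age or in gonad size; these were not separated.

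A list of molting cycle genes, 40 tested, was lower in xol-1 than in wild type, with a median of -0.62, at percentile 0 of 10000 matched lists, and 31 of 40 genes were called lower. Relative to all genes the smallest change under the scalings was -0.62. The score fell by 0.58 (two-sided exact p = 0.0286, 0.0367 adjusted; lower in 4 of 4 libraries). xol-1 sex-1 was higher than xol-1 by a score difference of 0.32, and its score fell by 0.26 against wild type (two-sided exact p = 0.0286 each, 0.0367 adjusted). Molting genes oscillate within each larval stage, so the populations may have been collected at different points of L3. Collection times beyond hours of feeding were not analysed here, and a difference in developmental timing caused by genotype cannot be told apart from a difference in collection.

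Replicates of one genotype differed along a main axis that held 19.6% of the variance within groups. The correlation of its gene loadings with the change between genotypes was 0.253 for xol-1 against wild type (across genes, which are not independent replicates). It was -0.0702 for xol-1 sex-1 against xol-1 and 0.0973 for xol-1 sex-1 against wild type. Molting genes carried absolute loadings smaller than matched lists (percentile 4.68), and germ line genes were not beyond them (percentile 84.4). Signed loadings, not the measure first set, were at percentile 3.44 for molting genes and 99.29 for germ line genes. No relation of the score to library depth was detected over the 12 samples (Pearson r 0.265, permutation p = 0.411, and Spearman rho 0.231, permutation p = 0.468). Without the 2 samples farthest from the median depth the Pearson r was 0.578, so a relation to depth was not excluded. The source of this axis was left open by these tests.

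Chaperone genes induced by heat were higher in xol-1 sex-1 than in xol-1 at L3. The median log2 change of 11 genes was 2.78, at percentile 100 of 10000 matched lists, and 10 were called higher. Relative to all genes the median was 2.79 to 2.80 under the scalings tried, and the per-sample score differed by 2.72 (two-sided exact p = 0.0286, 0.0367 adjusted over 9 tests). hsp-16.48 was at 877 ± 265 FPKM in xol-1 sex-1, 105 ± 14.4 in xol-1 and 107 ± 5.03 in wild type (SD, n = 4 each), and hsp-70 was at 4.59 ± 1.47, 0.667 ± 0.221 and 0.801 ± 0.109 FPKM. hsp-90 did not pass between xol-1 sex-1 and xol-1 (limma Benjamini-Hochberg adjusted p = 0.537). It was at 462 ± 47.1, 438 ± 65.8 and 289 ± 19.7 FPKM in xol-1 sex-1, xol-1 and wild type. Between xol-1 and wild type the score differed by 0.12 (two-sided exact p = 0.314, 0.314 adjusted), with 3 of the 11 genes called higher and 0 lower. In xol-1 sex-1 against wild type all 11 were called higher. All 4 double-mutant libraries scored above the 8 others. A stress response in the mutant, or warmer handling of those 4 populations, may each give such a pattern, and the labels hold nothing that parts them. Related hsp-16 genes may exchange fragments, which cannot by itself raise their sum.

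The 77 ribosomal protein genes tested were higher in both mutants than in wild type, with medians of 0.42 in each and 77 and 64 genes higher (two-sided exact p = 0.0286 each, on per-sample scores). A scaling difference may contribute, but under the scalings tried the smallest median was 0.28, and relative to all genes the median under a common column sum was 0.40 for xol-1 and 0.45 for xol-1 sex-1. Between xol-1 sex-1 and xol-1 the median was -0.05, and 0.05 under a common column sum. Relative to all genes it was -0.04 and -0.02, so the change of sign followed the shift of all genes.

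Some genes were at 0 where other samples or stages had high values. For example (genes chosen after their values were seen) enol-1 was listed at 0 in early embryo replicate 3 and at 104.2 and 99.5 FPKM in the others, and ifg-1 was at 0 in all embryo and L3 libraries and at 18.54 to 30.01 FPKM at L1. Shared exons may cause this, but overlap with a same-strand gene was no more frequent in entries with a median over 10 FPKM and a 0 in a library (2 of 26, against 1725 of 23938 other entries, two-sided Fisher exact p = 0.711). These entries are pooled over the 3 tables, so a gene can enter more than once. With each gene counted once it was 2 of 26 against 776 of 10893 (two-sided Fisher exact p = 0.708). A gene at 0 throughout a stage, such as ifg-1, has no median over 10 FPKM there. Shared exons were therefore not tested for the zeros of such genes. Genes at 0 throughout one stage and at least 5 FPKM in another (195 genes) had more annotated transcripts than others (mean 2.55 against 1.61, both medians 1; permutation p = 2e-05, the smallest the permutations can give). This set also holds genes used at only one stage. A failed estimate for genes with many transcripts remains a candidate explanation. A separate set of 922 genes, among them pod-2, gpb-1 and let-526, was at 0 in all 19 libraries and entered neither test.

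In pcp-3, T05F1.8 and F49F1.9, with a mean of at least 5 FPKM in wild type, every mutant library was at least 8-fold below every wild-type library. By the same rule 0 genes were higher in both mutants, a count that a shift in one direction would also give. A scaling factor shared by all genes does not account for the falls, since the median of all genes moved by at most 0.113 in size on the log2 scale against wild type under the scalings tried. Neighbours with high levels did not fall in the same way. Beside pcp-3, aly-2 was at 93.5 FPKM in wild type, 95.7 in xol-1 and 102 in xol-1 sex-1, and pcp-2 was higher in the mutants, at 47.7, 62.3 and 75.5 FPKM. Beside T05F1.8, T05F1.4 was at 46.5, 45.5 and 44.2 FPKM. Of their 6 nearest neighbours among tested genes 0 were 8-fold lower, so a deletion that takes in neighbouring genes was not seen. The nearest to F49F1.9 were lower by less, with F49F1.17 at 2.03 FPKM in wild type and 0.311 and 0.752 in xol-1 and xol-1 sex-1, and F49F1.10 at 4.81, 1.43 and 1.61 FPKM. A variant carried by the mutant strains or by the N2 stock is a candidate explanation, and was not tested since no reads were analysed here.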
